A study of Escherichia coli with 19 samples. Its data were reported in "Genetic circuit characterization and debugging using RNA‐seq" (2017).

How the data were processed

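Strand-specific RNA-seq libraries of Escherichia coli NEB 10-beta, a cloning strain derived from DH10B, were analysed from the gene tables deposited with the study. There were 19 libraries. Of these, 16 carried the 0x58 circuit, a plasmid-borne logic circuit with 3 inducible sensors, 5 NOT and NOR gates and yellow fluorescent protein (YFP) as its output. These 16 libraries covered the 8 combinations of isopropyl thiogalactoside (IPTG, 0.5 mM), anhydrotetracycline (aTc, 10 ng/mL) and arabinose (5 mM), with 2 libraries per combination numbered replicate 2 and replicate 3. States are written in the order IPTG/aTc/arabinose, so that -/+/- had aTc alone. A single library carried a modified 0x58 circuit in state -/+/-. The remaining 2 libraries carried the control plasmid pAN1201, which has no gate genes, without inducer. Cultures had grown for 5 h. Groups and replicate numbers were taken from the sample labels.

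The authors made read counts per gene by mapping with BWA to the DH10B genome plus the plasmid sequence and counting sense-strand reads with HTSeq; the deposited counts are whole numbers with no normalization. The authors then computed FPKM (fragments per kilobase of gene, scaled to the mapped fragments of the library) from those counts with trimmed mean of M-values (TMM) factors from edgeR, and deposited one FPKM value per gene and library. Reads on the antisense strand were not analysed here. Because counting used the sense strand, overlapping antisense genes were kept apart, while reads shared by near-identical genes remain uncertain.

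Both tables listed 4362 genes, of which 10 were plasmid genes and 4352 host genes. The names printed in the FPKM table did not match its values. The ratio of count to FPKM was constant over 18 libraries for 3096 of 3096 genes when rows were matched by position, and for 0 of 3016 genes when they were matched by printed name. The printed FPKM names skip the kanamycin resistance gene KanR and sit 1 row high from there on. The column of the modified circuit skips the KanR value in both tables and is likewise 1 row high. After moving it down, the ratio held for 3340 of 3340 genes below that row, against 127 of 3290 as deposited. Names were therefore taken from the count table by row position and the modified column was moved. Gene lengths implied by the ratio were within 1% of the MG1655 gene of the same symbol for 95.7% of 3482 genes under this alignment and for 4.34% of 3477 genes under the printed names. MG1655 is a different strain, so in the analysis its annotation served for names and lengths only, and 4241 host genes matched a symbol or synonym there. Statements below that acrA, acrB and acrR are neighbours refer to MG1655 and were not checked in DH10B. Genome coordinates were not used in any test.

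Host genes were tested on the deposited counts with the quasi-likelihood F test of edgeR (version 4.0.16, in R 4.3.3), with TMM factors, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment over all tested genes. An adjusted p under 0.01 was the threshold, and only host genes were counted. Responses to each inducer came from an additive model of the 3 inducers over the 16 circuit libraries, and the aTc by arabinose interaction from the same model with that term added. TMM factors were computed within the libraries of each comparison, so the CPM of a gene differs slightly between comparisons. States in which the circuit logic puts 4 circuit genes on (-/+/-, +/+/-, -/-/+, +/-/+, -/+/+ and +/+/+, 12 libraries) are called 4-gene states below, and -/-/- and +/-/- (4 libraries) 2- and 3-gene states. Each set was compared with the 2 control libraries, using only those libraries, and with each other. Gene sets for anaerobic respiration (69 genes), colanic acid (31), iron acquisition (55) and sugar transport (22) were tested with camera in limma (version 3.58.1). The inter-gene correlation was set to 0.01 and adjustment was over the 4 sets. These sets stand for functions the study named, the first 3 of them for its own 4-gene states against the same control plasmid. Their tests are therefore not independent of the study, and adjustment over 4 sets does not cover that choice. Counts were simulated with 200 genes changed by 2 on the log2 scale. The edgeR test recovered 200 of 200 genes for arabinose (3414 genes) and 192 of 200 for the interaction (3414 genes). It recovered 200 of 200 for 4-gene states against control (3493 genes) and 200 of 200 for 4-gene against 2- and 3-gene states (3414 genes). For 2- and 3-gene states against control it recovered 199 of 200 (3284 genes). The simulation gave every gene a dispersion of 0.05 and had no differences between replicate numbers or states beyond the change tested. The real libraries had such differences, so these counts do not give the power of the tests on them.

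Circuit genes were tested on log2(FPKM + 1), comparing the libraries of states in which the logic puts a gene on with those in which it is off. Exact two-sided permutation tests enumerated all assignments of the 16 libraries, with adjustment over 6 genes (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). All exact permutation tests here took libraries as units, although on and off are properties of a state with 2 libraries. Differences between states can thus lower these p-values, which do not measure spread between states. Fits without either replicate number have 1 library per state. A log2 difference with a pseudocount of 1 understates changes of low genes. The share of counts on the 6 circuit genes was tested in the same way. For the single modified library, values were set beside the range of the 2 same-state libraries without a test, and its share of counts carries a 95% Wilson interval. Intervals and the floor of 3 counts cover counting error only, since reads were not counted as unique molecules.

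Replicate numbers come from the labels and were shared by the 8 states. The mean correlation of same-numbered deviations across 28 pairs of states was 0.613 (3530 host genes). For the main comparisons within the circuit libraries, results with the replicate number as a block are therefore given beside those without it. The control libraries were numbered 1 and 2 and the circuit libraries 2 and 3, so no block was fitted against the control.

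Genes named in the text followed a rule fixed before the data were examined. For each comparison, these were up to 4 genes higher and up to 4 lower with the largest change, adjusted p under 0.01, a mean of at least 10 CPM (counts scaled to the library total) and the same direction in both replicate numbers. The circuit genes, the sensor and resistance genes AraC, LacI, TetR and KanR, and the arabinose transport genes araE, araF, araG and araH were always included. Alternatives fixed at the same time were the Wald test of DESeq2 (version 1.42.0), the exact test of edgeR, median-ratio size factors, no low-count filter, normalization over host genes, removal of rRNA and tRNA genes (108 genes), an adjusted p under 0.05, leaving out each replicate number, the replicate block, a pseudocount of 0.1, CPM in place of FPKM, an inter-gene correlation of 0.05, a minimum mean FPKM of 10, all plasmid genes in the share of counts and the states +/-/+, -/+/+ and +/+/+ alone. Use of the printed FPKM names, the modified column as deposited and a replicate-axis covariate were alternatives chosen after seeing the data. Cultures grown in flasks were not analysed here. Figures were drawn with matplotlib 3.10.9.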

Results

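RNA levels of the 0x58 circuit and of its host were measured in 8 inducer states, together with a control strain and a modified circuit. The 16 circuit libraries held between 1830940 and 8900358 gene-assigned counts. The control libraries held 2323636 and 7365611 counts, and the modified circuit library 336308 counts. The floor of 3 counts corresponded to 0.337 to 1.64 CPM in the circuit libraries and to 8.92 CPM in the modified library, whose low genes were therefore measured with less precision. Ribosomal and transfer RNA genes took 0.322% to 0.457% of counts in the circuit libraries.

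The first comparison addressed whether each gate gene was transcribed in the states in which the circuit logic puts it on. AmtR is driven by IPTG or aTc, LitR by aTc or arabinose, and BM3R1 by arabinose. SrpR is driven by promoters repressed by BM3R1 and AmtR, PhlF by promoters repressed by SrpR and LitR, and YFP by a promoter repressed by PhlF. All 6 genes were listed at 0 in both control libraries. AmtR averaged 2002 ± 771 FPKM in its on states (SD, n = 12) and 450 ± 85.8 FPKM in its off states (SD, n = 4), a difference of 2.07 in mean log2(FPKM + 1) (exact two-sided permutation test, adjusted p = 0.000824). LitR averaged 29439 ± 17926 FPKM on (SD, n = 12) and 190 ± 41.2 FPKM off (SD, n = 4), a log2 difference of 7.09 (exact permutation test, adjusted p = 0.000824). BM3R1 differed by 5.62, with 2758 ± 985 FPKM on (SD, n = 8) and 59.1 ± 30.9 FPKM off (SD, n = 8; exact permutation test, adjusted p = 0.00047). For these 3 genes the on and off libraries did not overlap. Permuting only within each replicate number, as a replicate block, gave adjusted p = 0.00191 for AmtR and LitR and 0.00122 for BM3R1 in the exact test. Leaving out replicate 2 moved the LitR difference to 7.66, and using the names printed in the FPKM table, an alternative chosen after seeing the data, moved it to 0.25.

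The SrpR, PhlF and YFP genes sit downstream of these. SrpR averaged 5880 ± 6260 FPKM in its on states (SD, n = 10) and 734 ± 103 FPKM in its off states (SD, n = 6), with a log2 difference of 2.39 (exact permutation test, adjusted p = 0.00195). Its on level varied with the state, from 15858 ± 7275 FPKM in -/-/- and 7605 ± 1461 FPKM in -/-/+ to 1775 ± 465.5 FPKM in -/+/- (SD, n = 2 each). PhlF averaged 2672 ± 1832 FPKM on (SD, n = 10) and 1018 ± 200 FPKM off (SD, n = 6), a log2 difference of 1.09 (exact permutation test, adjusted p = 0.0149). Its on libraries ranged from 964 to 5366 FPKM and its off libraries from 814 to 1379 FPKM, so the sets overlapped. Its state means were 4925 FPKM in -/-/- and 4622 FPKM in +/-/- (n = 2 each). They were 1569 FPKM in +/-/+, 1055 FPKM in -/+/+ and 1192 FPKM in +/+/+ (n = 2 each). PhlF did not pass an adjusted p of 0.05 in the exact permutation test when either replicate number was left out (0.143 and 0.179). YFP averaged 14212 ± 1670 FPKM on (SD, n = 6) and 635 ± 545 FPKM off (SD, n = 10), a log2 difference of 5.13 (exact permutation test, adjusted p = 0.00047). Among the off states YFP was 115 ± 1.93 FPKM in -/-/-, 443 ± 27.1 FPKM in +/-/+ and 1259 ± 249 FPKM in -/+/+ (SD, n = 2 each). With the replicate block, the exact test gave adjusted p = 0.00383 for SrpR, 0.0201 for PhlF and 0.00122 for YFP.

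**Figure D1:**
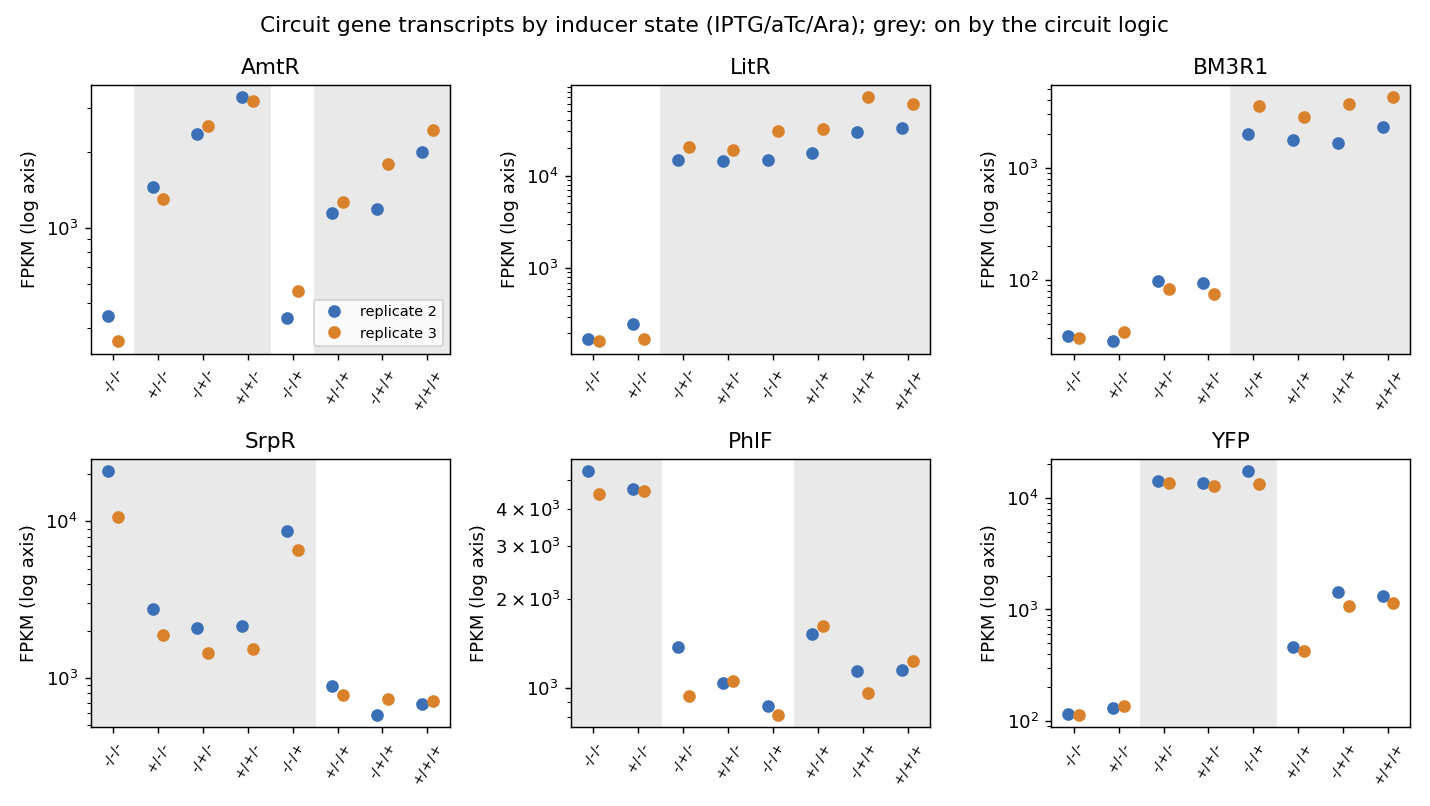
FPKM (log axis) of the 6 circuit genes in each inducer state, with a point per library coloured by replicate number and grey bands where the circuit logic puts the gene on. PhlF in its on states -/+/+ and +/+/+ overlaps its off states, which reach 1379 FPKM, while YFP on libraries lie at or above 12859 FPKM.

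The sensor genes AraC, LacI and TetR and the resistance gene KanR are not gate outputs. AraC ranged over state means from 1615 ± 6.34 FPKM in -/-/+ to 2120 ± 293 FPKM in +/+/- (SD, n = 2 each) and was listed at 0 in the control. State means of LacI ranged from 211 ± 26.6 FPKM in -/-/- to 290 ± 23.2 FPKM in -/+/+, and those of TetR from 317 ± 37.8 to 400 ± 67.7 FPKM in the same states, against 304 ± 5.97 FPKM and 401 ± 47.7 FPKM in the control (SD, n = 2 each). State means of KanR ranged from 1298 ± 62.1 FPKM in -/+/+ to 1958 ± 402 FPKM in +/-/+, with 1753 ± 379 FPKM in the control (SD, n = 2 each). These differences were not tested.

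The share of counts on the 6 circuit genes measured how much of the transcript pool the circuit took. It averaged 6.53% ± 1.96 in the 4-gene states (SD, n = 12) and 2.24% ± 1.22 in the 2- and 3-gene states (SD, n = 4), a difference of 4.29 percentage points (exact two-sided permutation test, p = 0.00165). Permutation within replicate numbers, as a block, gave an exact p of 0.00255. The difference was 2.84 points in replicate 2 alone and 5.75 points in replicate 3 alone. In replicate 2 alone the exact permutation p was 0.0714.

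**Figure D2:**
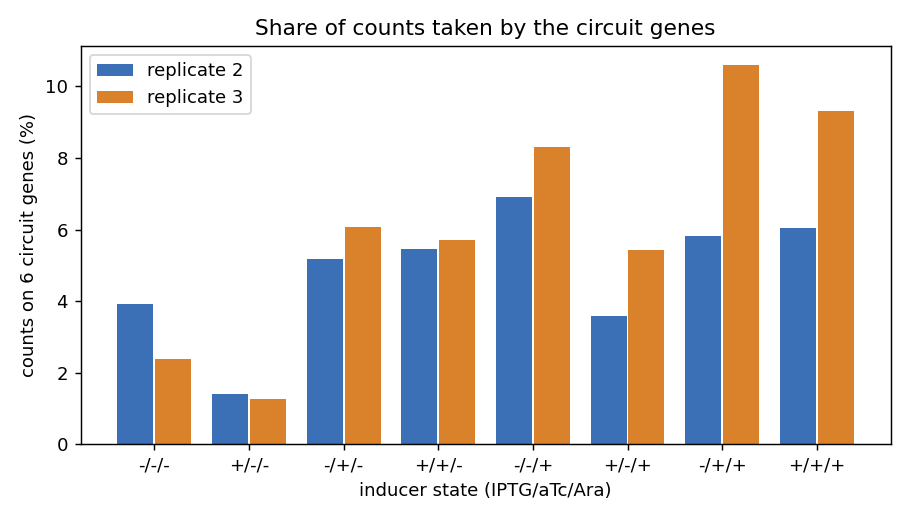
Percent of counts on the 6 circuit genes (bars from 0) in each inducer state and replicate. The highest library, -/+/+ replicate 3, reached 10.6% and the lowest, +/-/- replicate 3, 1.26%.

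The modified circuit was compared with 0x58 in state -/+/- to ask whether LitR and BM3R1 differed where the terminator between them was replaced. The study made that change to block antisense transcription, which was not analysed here. With 1 modified library there was no replicate check. LitR stood at 12826 FPKM against 14621 and 20187 FPKM, a log2 difference of -0.42 from their mean. The LitR difference was -0.19 without replicate 3, -0.65 without replicate 2 and -0.28 with CPM in place of FPKM. BM3R1 stood at 55.2 FPKM, from 30 counts, against 98.0 and 82.0 FPKM, a log2 difference of -0.69. In FPKM both lay below the range of the 2 unmodified libraries, as did YFP at 8911 FPKM, AraC at 1317 FPKM, AmtR, PhlF and LacI. SrpR and TetR lay inside it. Log2 differences of YFP (-0.65), AraC (-0.44) and PhlF (-0.44) were about as large as those of LitR and BM3R1. The lower values of LitR and BM3R1 therefore cannot be tied to the terminator. With CPM the BM3R1 difference was -0.56. The place of AmtR, with a log2 difference of only -0.10, may depend on the scaling, which was not checked for it. The 6 circuit genes took 4.85% of counts in the modified library (95% Wilson interval 4.78% to 4.92%).

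Host responses to the 3 inducers were tested across the 16 circuit libraries. IPTG changed 2 host genes at an adjusted p under 0.01 in the edgeR quasi-likelihood test, both higher. These were lacY (ECDH10B_1356), with a log2 fold change of 7.98 (SE 0.59, edgeR adjusted p = 1.12e-06), and lacA (ECDH10B_1355), with 6.24 (SE 0.40, edgeR adjusted p = 2.86e-07). aTc changed 39 host genes, 21 higher and 18 lower, and arabinose 457 host genes, 224 higher and 233 lower. Same-numbered libraries deviated together (mean correlation 0.613, lowest 0.504 and highest 0.706 over 28 pairs of states), and with the replicate number as a block the counts were 4 for IPTG, 519 for aTc and 1153 for arabinose. All 39 aTc genes and all 457 arabinose genes were also called with the block.

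Here and below, the genes with the largest changes are those among the genes that met the rule for naming, and some genes outside it changed more. With arabinose, its transport genes rose most. araF (ECDH10B_2041) averaged 1946 ± 1276 CPM with arabinose and 5.62 ± 3.86 CPM without (SD, n = 8 each), a log2 fold change of 8.35 (SE 0.51, edgeR adjusted p = 1.73e-08). araE (ECDH10B_3013) rose from 27.1 ± 6.30 to 8344 ± 1970 CPM (SD, n = 8 each), a log2 fold change of 8.26. Changes of araG and araH were 7.88 and 6.32. In the control libraries araE averaged 64.6 and araF 48.2 CPM. The genes that fell most were gadE (log2 fold change -2.79), hdeB (-2.72), napF (-2.72) and yedE (-2.52). With aTc, the rise was largest for yjjZ (log2 fold change 2.03, SE 0.32, edgeR adjusted p = 0.00361), followed by zraP (1.88), gmd (1.70) and sufB (1.39). ndk (-1.45), htrL (-1.29), bisC (-0.95) and sodB (-0.87) fell most with aTc. Of the 39 aTc genes, 29 were also called for arabinose. Both inducers move the circuit from 2- and 3-gene to 4-gene states, so this term does not separate aTc from circuit state. ndk lay at 50.7 to 214 CPM in all 4-gene states, some without aTc, and at 482 to 1028 CPM in the others. Without replicate 3, 0 host genes passed the threshold for aTc. Of the named aTc genes only gmd passed in the exact test of edgeR.

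Without IPTG, aTc and arabinose each turn the output on alone and turn it off together, so their interaction was tested. With IPTG, arabinose without aTc leaves the output off (YFP at 443 FPKM in +/-/+). The fitted term pooled libraries with and without IPTG. The interaction passed the threshold for 17 host genes, 10 with a positive and 7 with a negative term, and for 106 with the replicate block. The largest positive terms were those of aceB (log2 2.33, SE 0.27, edgeR adjusted p = 0.000198), nudE (2.17), rraA (2.12) and aceA (1.96). The largest negative terms were those of nrdI (-3.49), nrdH (-3.21), fhuE (-2.91) and nrdE (-2.71).

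Comparison with the control asked how far the circuit changed host expression. In the 4-gene states 153 host genes of 3483 tested differed from the control, 35 higher and 118 lower. Every library of these states had aTc or arabinose and the controls had no inducer. Effects of inducer and circuit were therefore not separate in this comparison. DESeq2 called 277 genes, 113 higher and 164 lower, so the share of lower genes was 59.2% there and 77.1% with edgeR. Without replicate 3 the edgeR count was 348. The highest changes were those of yjjZ (log2 fold change 4.48, SE 0.83, edgeR adjusted p = 0.0025), rcsA (4.46), nrdI (4.30) and nrdE (3.77). napF fell from 70.2 ± 54.8 CPM in the control (SD, n = 2) to 4.45 ± 4.01 CPM (SD, n = 12), a log2 fold change of -3.93, followed by dmsA (-3.72), yjjI (-3.54) and yhbU (-3.53). araE, araF, araG and araH did not pass the threshold there, the lowest edgeR adjusted p being 0.155. With the states +/-/+, -/+/+ and +/+/+ alone, which all had arabinose, all 4 passed (edgeR adjusted p = 3.25e-06, 0.00278, 0.000862 and 0.00823), and DESeq2 called araE over all 4-gene states (adjusted p = 0.0019).

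Only acrB (ECDH10B_0418) differed between the 2- and 3-gene states and the control, with 258 ± 41.4 CPM (SD, n = 4) against 1014 ± 100.2 CPM (SD, n = 2) and a log2 fold change of -1.98 (SE 0.18, edgeR adjusted p = 0.00817). At an unadjusted p under 0.05 there were 263 host genes. Normalization over host genes alone left 0 genes at the adjusted threshold, with 262 at an unadjusted p under 0.05.

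**Figure D3:**
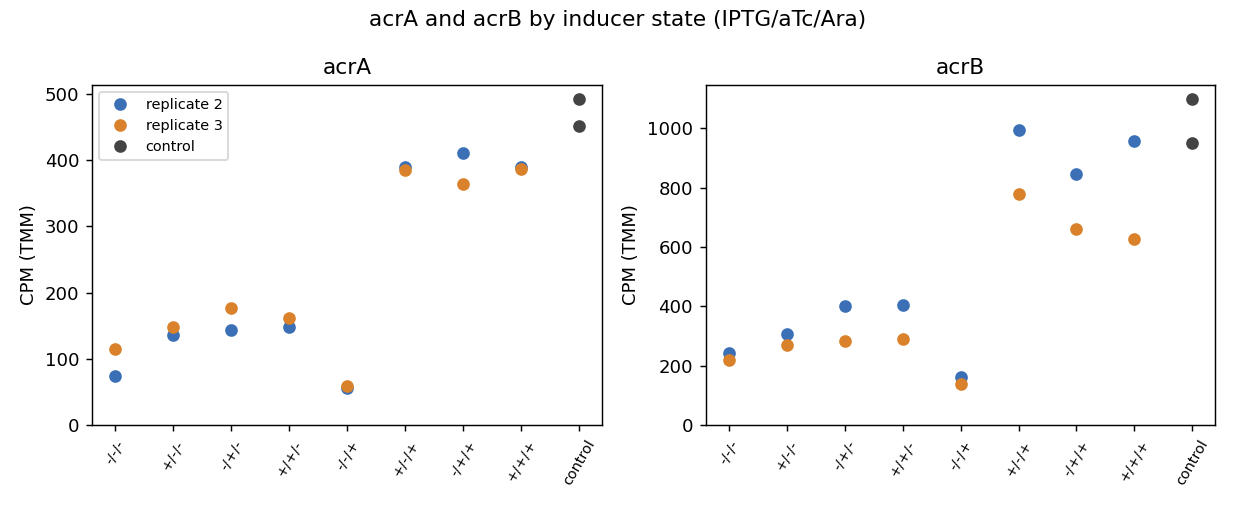
CPM (TMM) of acrA and acrB, which are neighbours in MG1655, in each inducer state and in the control, with a point per library. acrB lies between 138 and 405 CPM in the states with SrpR on and between 628 and 993 CPM in +/-/+, -/+/+ and +/+/+.

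Within the circuit libraries, 327 host genes differed between the 4-gene and the 2- and 3-gene states, 144 higher and 183 lower, and 754 with the replicate block (mean correlation of same-numbered libraries 0.613). Arabinose was present in 8 of the 12 libraries of 4-gene states and in 0 of the other 4, so inducer and circuit state were not separate for these genes as a set. Of the 153 genes called against the control, 104 were also called here, 103 of them in the same direction. Both comparisons use the same 12 libraries of 4-gene states, so part of this agreement is built in. The changes were largest for araE (log2 fold change 7.72), araG (7.60), xylF (5.55) and xylG (4.53) among genes that rose. The 8 libraries without arabinose, which include -/+/- and +/+/-, had 20.7 to 36.9 CPM of araE and 2.41 to 8.86 CPM of araG. With arabinose the lowest values were 5797 and 529 CPM. The 4-gene states without arabinose thus did not show the rise of araE or araG. For these 2 genes this argues against the circuit state alone as its cause. napF (-3.23), napH (-3.21), yedE (-3.13) and ndk (-2.71) fell most.

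**Figure D4:**
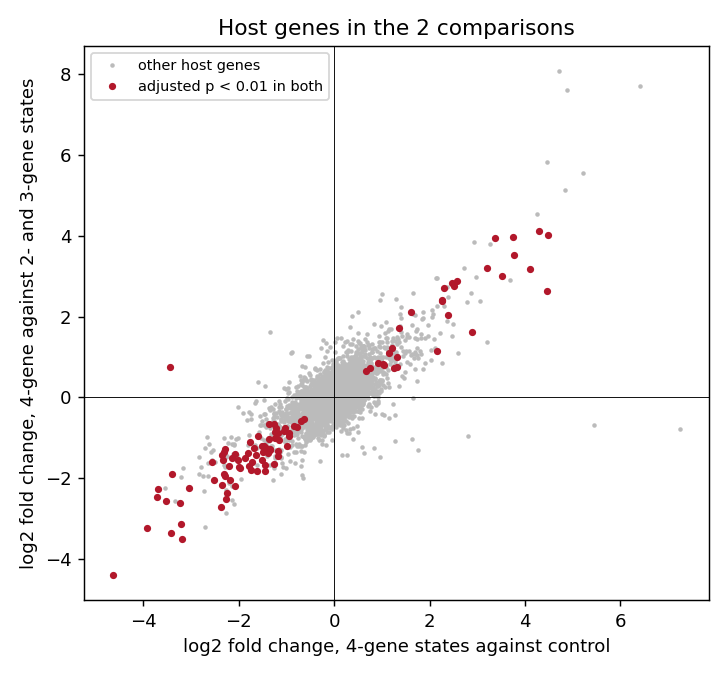
Log2 fold change of each host gene in the 4-gene states against the control (x axis) and against the 2- and 3-gene states (y axis), with genes at an adjusted p under 0.01 in both in red. Of 104 red genes, 103 have the same direction in both comparisons and 73 are lower in both. The libraries of 4-gene states are shared by both axes.

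Among the gene sets, anaerobic respiration genes were lower in the 4-gene states than in the control, with a median log2 fold change of -2.11 and 51 of 54 tested genes lower (camera in limma, adjusted p = 2.12e-15). Colanic acid genes were higher, with a median of 1.53 over 23 genes (camera, adjusted p = 2.15e-08), and so were iron acquisition genes, with a median of 0.68 over 40 genes (camera, adjusted p = 5.69e-11). The iron acquisition median was 0.28 without replicate 2, with 18 of 40 genes lower, and 1.11 without replicate 3. Sugar transport genes did not pass (median 0.35, 22 genes, camera, adjusted p = 0.129). The share of listed genes tested was 78.3%, 74.2% and 72.7% for the first 3 sets. Within the circuit libraries, 49 of 53 anaerobic genes were higher in replicate 3 than in replicate 2, with a median log2 difference of 1.89. Genes of this set thus moved together, while camera used a preset inter-gene correlation of 0.01. With 0.05 the camera adjusted p of this set was 5.25e-07. Camera compares genes of a set with other genes, so its p does not measure spread between the 2 control cultures. Against the 2- and 3-gene states, the anaerobic median was -1.48 without and -1.29 with the replicate block, colanic acid 1.59 and 1.55, iron acquisition 0.68 and 0.63, and sugar transport 0.70 and 0.72. Sugar transport passed there, with a camera adjusted p of 1.53e-05 without and 1.12e-04 with the block.

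Across 4352 host genes, of which 240 were at 0 in all 18 circuit and control libraries, the squared Pearson correlation with the control of mean log2(FPKM + 1) was 0.952 in the 4-gene states and 0.975 in the 2- and 3-gene states. The control libraries had a value of 0.949 with each other, and replicate 2 and replicate 3 of a state 0.931 to 0.954. Genes are not independent replicates, so no p-value is given.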

Values the study reported

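The study reported an R2 of 0.83 between the control and the states with fewer active genes, and of 0.55 for states with 4 active genes. For the latter it reported 125 differentially expressed host genes at P < 0.01, of which 106 were downregulated.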

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

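The tests in this part were chosen only after the results were seen, other than the splits for IPTG and the choices of 2 states. Of 64 groups of libraries examined for a library far from the others, 4 had one, and chance gives 3.2.

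The effect of aTc differed with arabinose for 17 host genes. Of 100 splits of the 16 libraries with each replicate number evenly divided, 1, the real one, gave as many genes. That check is weak, since the splits part the replicates of a state. A total of 36 genes were called in replicate 2 alone, and 36 of these had the same interaction sign in replicate 3. For 30 of the 36, the interaction sign in replicate 3 was opposite to both single-inducer effects. The interaction term itself says only that the effects did not add up. Both inducers also change which circuit genes are on, so the inducer cannot be told apart from the circuit state.

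The counts of genes in the other comparisons were set against splits in the same way. For IPTG, aTc, arabinose and the 4-gene against the 2- and 3-gene states, 1 of 100 splits, the real one, gave as many host genes. Random splits part the replicates of a state, so effects of the states enter the residual spread and few genes can be called. For the inducers and the interaction no choices of whole states were fitted, so their split counts decide little. For the 4-gene against the 2- and 3-gene states, all 28 choices of 2 states against the other 6 were also fitted. Of these 1, the real choice of -/-/- and +/-/-, gave as many as 327 genes.

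LitR in its off states had a high library, +/-/- replicate 2, whose gap to the next was 0.853 of the range of 4 libraries (7.98 against 7.36 to 7.45 on the log2(FPKM + 1) scale). YFP in its on states was highest in -/-/+ replicate 2, with a gap of 0.655 of the range (14.1 against 13.7 to 13.8). lacY without IPTG was highest in -/+/- replicate 3, with a gap of 0.530 (1.91 against 0.24 to 1.02 on the log2(CPM + 1) scale, all low values). aceA with aTc and arabinose was lowest in +/+/+ replicate 3, with a gap of 0.846 (6.89 against 7.25 to 7.31). No explanation was tested for these 4, whose number is near that given by chance.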

How the results depend on the processing

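Gene counts stayed within 1.5 times under median-ratio size factors, no low-count filter and removal of rRNA and tRNA genes. Gene sets kept their direction and side of the threshold under median-ratio size factors, no low-count filter and an inter-gene correlation of 0.05, and on-off differences under a pseudocount of 0.1 and CPM in place of FPKM. The share difference did so with rRNA and tRNA genes left out or all plasmid genes counted, and R2 moved by less than its spread with a pseudocount of 0.1 or without rRNA and tRNA genes. The changes under other alternatives follow, and except for the row offset their cause was not tested. DESeq2 called more genes: 7 for IPTG (5 higher, 2 lower), 216 for aTc, 54 for the interaction, 277 for 4-gene states against control (59.2% lower, against 77.1%), 7 for 2- and 3-gene states against control and 533 for 4-gene against 2- and 3-gene states. The exact test of edgeR called 21 genes for aTc and 6 for 2- and 3-gene states against control. The replicate block gave 4, 519 and 1153 genes for IPTG, aTc and arabinose, 106 for the interaction and 754 for 4-gene against 2- and 3-gene states. No paired analysis was possible against the control because circuit and control libraries share a single replicate number.

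At an adjusted p under 0.05 the counts were 256 for aTc, 866 for arabinose, 48 for the interaction, 346 and 3 against the control for the 4-gene and the 2- and 3-gene states, and 722 between them. Normalization over host genes gave 0 for 2- and 3-gene states against control (262 at an unadjusted p under 0.05). With only +/-/+, -/+/+ and +/+/+ there were 247 genes against the control, 60.7% of them lower. A replicate-axis covariate, chosen after seeing the data, gave 355 and 23 genes against the control.

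Leaving out a replicate number gave from 0 to 13 genes for aTc (873 at an unadjusted p under 0.05 where there were 0), 514 to 656 for arabinose, 36 to 85 for the interaction, 119 to 348 for 4-gene states against control, 0 to 0 for 2- and 3-gene states against control (205 and 657 at an unadjusted p under 0.05) and 105 to 187 for 4-gene against 2- and 3-gene states. On-off differences ranged from 2.00 to 2.14 for AmtR, 6.53 to 7.66 for LitR, 5.13 to 6.12 for BM3R1, 2.06 to 2.72 for SrpR, 1.02 to 1.16 for PhlF and 5.11 to 5.16 for YFP. Adjusted p rose above 0.05 for all 6 genes without replicate 2 and for PhlF without replicate 3. In both fits AmtR, LitR, BM3R1 and YFP were at the smallest exact permutation p that 8 libraries allow (0.0357, 0.0357, 0.0286 and 0.0179 before adjustment), so for these the small number of libraries set the result. The share difference ranged from 2.84 to 5.75 points. Gene set medians ranged from -3.25 to -1.47 for anaerobic respiration, 1.30 to 1.84 for colanic acid, 0.28 to 1.11 for iron acquisition and 0.17 to 0.41 for sugar transport. R2 ranged from 0.933 to 0.954 for 4-gene and from 0.943 to 0.979 for 2- and 3-gene states, and was 0.870 and 0.940 over genes with a mean FPKM of at least 10. Leaving out a control library leaves 1 in that arm and was not run, and a minimum of 500000 counts removes no tested library.

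With the names printed in the FPKM table, chosen after seeing the data, on-off differences became 0.25 for LitR, 0 for SrpR, -0.055 for PhlF and 0.11 for YFP, and LitR in the modified column as deposited became -14.07; the count to FPKM ratios show the cause, a row offset. Among single named genes, 45 results changed over all alternatives, 40 weaker and 5 stronger, of which 12 were weaker without replicate 2 and 18 without replicate 3. Without a low-count filter 2 were weaker, araE and araG in 4-gene against 2- and 3-gene states (edgeR adjusted p = 0.0102 for both). The 5 stronger were araE under DESeq2 and araE, araF, araG and araH in +/-/+, -/+/+ and +/+/+ alone, all against the control.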

Other observations

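The tests in this part were chosen only after the results were seen, except the 2 screens over all host genes.

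acrB and its neighbour acrA were lower in states with SrpR on than in those with it off. acrB averaged 271 ± 87.6 CPM in the 10 libraries with SrpR on and 810 ± 150 CPM in the 6 with it off (SD; exact two-sided permutation test, p = 0.000125), with 950 and 1098 CPM in the controls, in which SrpR was listed at 0. acrA averaged 121 and 388 CPM in the same libraries. Within the 10 libraries, acrB was lower in -/-/- and -/-/+, where AmtR was off, with 190 ± 48.0 CPM (n = 4) against 325 ± 60.7 CPM (n = 6; exact permutation p = 0.004762, which is the smallest that 210 assignments allow). The libraries with SrpR on and off did not overlap, so the separation also held in each of the 2 replicate numbers, and that check could not have come out otherwise. Every state had a library of each number. Relative to -/-/-, acrB changed 1.26- and 1.23-fold with IPTG alone, 1.65- and 1.293-fold with aTc alone and 0.673- and 0.633-fold with arabinose alone in replicates 2 and 3. No inducer alone, nor IPTG with aTc, brought any library above 405 CPM, against at least 628 CPM in +/-/+, -/+/+ and +/+/+, so none of these alone gives the pattern. This follows from the pattern itself, and smaller effects of an inducer were not excluded. acrB was lowest in -/-/+, where SrpR (7605 FPKM) was lower than in -/-/- (15858 FPKM), which goes against acrB following the SrpR level between these states. The lowest acrB count was 507, so low counts do not account for it. Of 3530 host genes, 3 (0.08499%) had all 8 libraries without SrpR on above all 10 with it on, namely acrA, acrB and yqfA, and 2 were separated in the other direction. Chance gives 0.00229% in each direction if the 18 libraries are exchangeable. Libraries of the same state are not, so the chance share over states is higher. Whether these genes exceed it cannot be judged from this figure. acrR, next to acrA in MG1655, was also lower with SrpR on, 4.72 ± 2.28 against 30.3 ± 4.40 CPM (exact permutation p = 0.000125), but the controls lay at 6.79 and 10.97 CPM, so it did not follow the same pattern. A candidate explanation is that SrpR lowers acrA and acrB transcription. It remains a hypothesis, since SrpR was not varied apart from the other gates within the circuit libraries (AmtR and BM3R1 were both on in the 6 with SrpR off, and AmtR separates the 2 sets within the 10), although acrB was also high in the controls, where all 3 were listed at 0. In addition, acrR was not high in the controls, acrB did not rank with SrpR between -/-/- and -/-/+, and the tests used the libraries in which the pattern was seen.

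SrpR was 5.50-fold higher in -/-/- and -/-/+ than in its other on states (exact permutation p = 0.004762), for which an open AmtR-repressed promoter is a candidate explanation. BM3R1 was on in -/-/+ and off in -/-/-. Other differences between these states were not excluded.

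YFP differed 16.1-fold between -/+/-, +/+/-, -/-/+ and +/-/+, -/+/+, +/+/+ (exact permutation p = 0.00216), while PhlF differed 1.25-fold (exact permutation p = 0.0758). These tests were not run with the replicate block, so whether PhlF differed at all is left open. The lowest PhlF count was 2790, so low counts do not account for the small PhlF difference. Within +/-/+, -/+/+ and +/+/+ PhlF and YFP had Pearson's r = -0.8579 (exact permutation p = 0.0403, adjusted over 2 relations 0.0806) and Spearman's rho = -0.657 (exact permutation p = 0.175). Without the 2 libraries farthest from the median r was 0.43, so the relation rests on them. Within -/+/-, +/+/- and -/-/+ r was -0.19 (exact permutation p = 0.675, adjusted 0.675) and rho 0.03 (exact permutation p = 1), with r = -0.88 without the 2 farthest libraries. Between the sets, -/+/- replicate 2 had more PhlF (1379 FPKM) than -/+/+ replicate 3 (964 FPKM) and also more YFP (14300 against 1083 FPKM), so the PhlF transcript level alone did not set YFP. Whether it contributes within a set could not be decided.

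Between replicate 3 and replicate 2, 1548 of 3510 host genes differed with the state as a covariate (edgeR, adjusted p under 0.01), and 49 of 53 anaerobic respiration genes were higher in replicate 3. The change between the control libraries ran along the same axis (Pearson's r = 0.68 across 3530 genes, which are not independent replicates). With the score on this axis as a covariate, 152 of the 153 genes called in 4-gene states against control were called again, and the anaerobic median was -1.18 in place of -2.11. A difference along this axis could therefore account for part of that median but not for its sign. The axis did not follow the replicate number between circuit and control. Control replicate 2 scored 28.4, while the circuit libraries of replicate 2 scored -26.0 to -14.5.

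araF was lower in the 8 circuit libraries without arabinose than in both controls, 2.38 to 14.7 against 25.9 to 71.4 CPM (exact permutation p = 0.02222, the smallest that 45 assignments allow; adjusted over 4 genes 0.0296). araE and araG had the same p and araH 0.133 in the exact permutation test. Both controls exceeded all 8 libraries for 4.731% of host genes, just under the 5% set beforehand. That is above the 2.22% that chance gives if libraries are exchangeable, which libraries of the same state are not. AraC from the circuit plasmid is a candidate explanation that cannot be told apart from other differences between circuit and control libraries.

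The row offset in the FPKM names was tested on 3096 genes, all of which had a constant count to FPKM ratio by row position. R2 with the control in the 4-gene states was 0.952 here. That is higher than the value quoted from the study above. The value here used log2(FPKM + 1) over 4352 host genes, and was 0.870 over genes with a mean FPKM of at least 10. The study's text does not give the scale, gene set or replicates of its value, so the values may not be comparable.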
